A study of Mus musculus with 3 samples.

How the data were processed

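The series profiled open chromatin by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters preferentially into accessible DNA. Per the labels' protocols, epithelial cells were taken from the small intestine of mouse embryos at stage E16.5, isolated with magnetic beads against the epithelial surface protein EpCAM, and 20000 cells were used per library. Single-end reads of 75 bp were sequenced on an Illumina NextSeq instrument, per the labels. The series holds 3 libraries. One came from an Hnf4g heterozygote and is the control. The other 2, replicates 1 and 2, came from double knockouts (DKO) that combined floxed Hnf4a alleles and the Shh-Cre driver with a CRISPR mutation of both copies of Hnf4g. Hnf4a and Hnf4g encode the paired nuclear receptors of the HNF4 family. Groups and replicate numbers were taken from the sample titles, and the control carries no replicate number.

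The authors deposited 1 peak list per library, with peak names in the style of the MACS peak caller. Each deposited peak has a position and a score. The aligner, the genome build, the treatment of duplicate reads, any shift of reads for the transposase, the MACS version and its thresholds are not stated in the labels or the files. The score in the deposited lists is a whole number whose meaning is not stated either. Fixed windows with whole-number scores have the form of a MACS summit list, in which the score is the height of the read pileup at the summit. If the scores are such heights, they rise with sequencing depth and are not comparable between libraries. Every deposited peak is a window of 601 bp, so the lists carry no information on peak width, and no peaks overlap within a list. Peak numbers run without gaps. Removal of peaks from the end of a list, or renumbering after a filter, would leave no gap either, so filtering is not excluded. Reads and coverage were not among the files used here, so sequencing depth is unknown, and neither the share of reads in peaks nor the read count at a peak could be computed. Because the length of a peak list depends on depth and on the caller's threshold, a peak that is absent from a list means that no peak was called, not that the chromatin was closed.

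The only gene table at hand was for the assembly GRCm38. On 10 of the 21 chromosomes a deposited peak lay past the end of the last GRCm38 gene, by up to 7.16 Mb, so the lists are on another build and that table was not used. Coordinates are printed as the authors deposited them, converted to 1-based starts, in a build the files do not name. The mouse assembly before GRCm38, mm9, is the probable build, but its chromosome lengths were not at hand to check this. For this reason 4 planned results that need a genome or gene annotation were not computed: the peaks at Hnf4a and Hnf4g, the distance of regions from transcription start sites, the HNF4 binding sequence in each class of region, and peaks at a fixed list of enterocyte genes. Gene names are not given for any region.

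Lists were compared in 4 ways. Pairs of libraries were compared by the Jaccard index (bases covered by both lists over bases covered by either) and by the share of peaks with no overlapping peak in the other library. An overlap of at least 1 bp counted. Strong peaks were the 25% of a library's peaks with the highest scores, with ties broken by a seeded random draw. Overlapping peaks of all 3 libraries were merged into regions, and each region was assigned to 1 of 7 classes by the libraries with a peak in it. Control-only regions have a control peak and no DKO peak. DKO-only regions have a peak in both DKO libraries and none in the control. At regions called in all 3 libraries, the highest score was turned into a percentile rank within its own library, since scores of different libraries have no stated common scale, and the ranks were subtracted.

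With 1 control library a test of the genotype has very little power and cannot separate genotype from other properties of that library. An exact permutation of the 3 library labels cannot give a p-value below 0.333, so none is reported. The difference between the 2 DKO libraries was used as the measure of replicate error, and each control-DKO difference was set beside it. Shares carry Wilson 95% intervals, which cover counting error over peaks only and not the variation between embryos or preparations. Peaks within a library are not replicates.

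Alternatives were fixed before the data were examined, except one. They were the same number of top-scoring peaks in each library (16977, the length of the control list); a stricter threshold (a score of at least 21, the control median, in each library); an overlap of 50% of a peak for pairs of libraries and windows of 200 bp for regions; autosomes only; the strongest 10% in place of 25%; and leaving out each DKO replicate. A gap of up to 1 kb counted as overlap in an alternative chosen after the lists had been seen. The individually described regions were chosen by a rule also fixed beforehand: the 5 control-only regions with the highest control score, and the 5 DKO-only regions with the highest value of the lower DKO score, on autosomes and X. The functions were tested on simulated lists with 33564 regions in the 7 observed classes, and recovered the number in each of the 7 classes exactly. Simulated sites lay far apart and the peaks of a site always overlapped. The simulation thus checked the code and not how displaced summits are classed. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.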

Results

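To identify chromatin whose accessibility depends on HNF4 in the fetal gut, ATAC-seq peaks were compared between intestinal epithelial cells of mouse embryos at stage E16.5 (days after conception) with and without the paired factors HNF4A and HNF4G. The control group held 1 library, from an Hnf4g heterozygote, and the DKO group held 2 libraries. The control list contained 16977 peaks covering 10.2 Mb. DKO replicate 1 contained 18268 peaks covering 11.0 Mb, and DKO replicate 2 contained 26648 peaks covering 16.0 Mb. The lists of the 2 DKO replicates thus differed more in length than the control and DKO replicate 1 did. Each peak was a fixed window of 601 bp carrying the authors' score. The median score was 21 in the control, 24 in DKO replicate 1 and 22 in DKO replicate 2, and the lowest score was 10, 11 and 9 respectively. What the score measures is not stated, so it was used to rank peaks within a library. Sequencing depth is unknown, so list length could not be related to the number of reads.

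The peak sets were first compared in pairs. The control and DKO replicate 1 shared 5.40 Mb of a union of 15.8 Mb, a Jaccard index of 34.2%. The control and DKO replicate 2 shared 6.05 Mb of 20.2 Mb, an index of 30.0%. The DKO replicates shared 8.09 Mb of 18.9 Mb, an index of 42.8%, which was above both control-DKO values. Restricting each library to its 16977 top-scoring peaks gave 34.7% and 33.3% for the pairs with the control and 48.1% for the DKO pair. The stricter score threshold gave 35.7%, 32.5% and 48.3%, and was the alternative that moved the DKO pair furthest. No test was made, since it would have very little power with a single control, and the DKO pair supplies only 1 value for the similarity of replicates.

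The share of peaks without any counterpart depended on which library was the longer. Of the control peaks, 36.6% (Wilson 95% interval 35.8 to 37.3%) had no overlapping peak in DKO replicate 1, and 28.7% (28.1 to 29.4%) had none in DKO replicate 2. Of the DKO replicate 1 peaks, 41.0% (40.3 to 41.8%) had none in the control, against 14.1% (13.6 to 14.6%) with none in DKO replicate 2. Of the DKO replicate 2 peaks, 54.6% (54.0 to 55.2%) had none in the control, against 41.1% (40.5 to 41.7%) with none in DKO replicate 1. The last value shows that a large share of the longest list was not recovered in its own replicate. At equal list lengths, 38.3% and 40.6% of control peaks had no counterpart in DKO replicates 1 and 2, and 25.2% of the peaks of either DKO library had none in the other.

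Merging the 3 lists gave 33564 regions with a median width of 613 bp. Peaks from all 3 libraries were present in 10355 regions (30.9%). There were 4373 control-only regions (13.0%) and 5369 DKO-only regions (16.0%). A further 2079 regions were called in DKO replicate 1 alone and 9139 in DKO replicate 2 alone. The control and DKO replicate 2 shared 1785 regions that were missing from DKO replicate 1, and the control and DKO replicate 1 shared 464 that were missing from DKO replicate 2. The control-only and DKO-only classes are not mirror images, because the first requires a call in 1 library and the second a call in 2. Their order depended on list length. At 16977 peaks per library there were 5528 control-only regions and 3542 DKO-only regions.

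**Figure D1:**
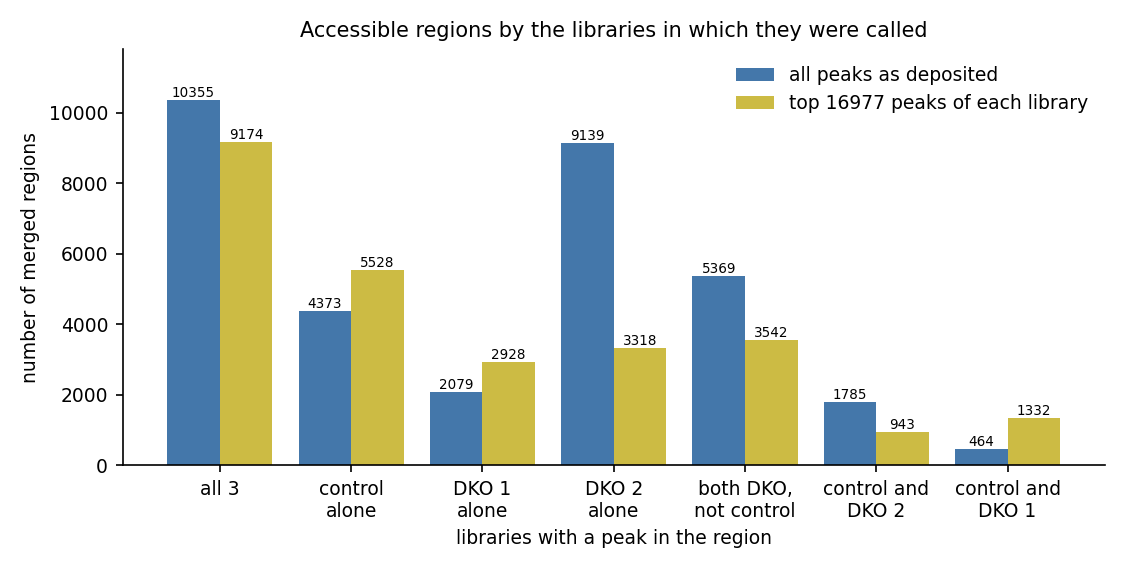
Number of merged regions (vertical axis) by the libraries with a peak in them (horizontal axis), for all deposited peaks (blue) and for the 16977 top-scoring peaks of each library (yellow); DKO 1 and DKO 2 are the DKO replicates. The bars are counts with no replicate error. Regions called in DKO replicate 2 alone fell from 9139 to 3318 at equal list length, while regions in the control alone rose from 4373 to 5528.

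Each library was therefore set against the other 2 in the same way. Of the 15724 regions called in both DKO libraries, 34.1% (33.4 to 34.9%) lacked a control peak. Of the 12140 regions called in the control and DKO replicate 2, 14.7% (14.1 to 15.3%) lacked a peak in DKO replicate 1. Of the 10819 regions called in the control and DKO replicate 1, 4.29% (3.92 to 4.69%) lacked a peak in DKO replicate 2. With equal list lengths these shares were 27.9% (27.1 to 28.6%) for the control, 9.32% (8.77 to 9.90%) for DKO replicate 1 and 12.7% (12.1 to 13.3%) for DKO replicate 2. The control was thus the library most often missing a region that the others shared, at both list lengths, whereas the order of the DKO replicates reversed. Regions called in a single library made up 25.8% of control regions, 11.4% of DKO replicate 1 regions and 34.3% of DKO replicate 2 regions. At equal list lengths the shares were 32.6% (31.9 to 33.3%), 17.2% (16.7 to 17.8%) and 19.5% (19.0 to 20.1%). The control therefore had the highest share of regions of its own only once list lengths were equal.

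The comparison was repeated for the strongest 25% of each list, in which peaks are less likely to be missed because they lie near the calling threshold. Of the 4244 strong control peaks, 12.8% (11.8 to 13.8%) had no counterpart among all peaks of DKO replicate 1, and 9.26% (8.42 to 10.2%) had none in DKO replicate 2. Of the 4567 strong peaks of DKO replicate 1, 9.81% (8.98 to 10.7%) had none in the control, against 1.73% (1.39 to 2.15%) with none in DKO replicate 2. Of the 6662 strong peaks of DKO replicate 2, 19.8% (18.9 to 20.8%) had none in the control, against 4.68% (4.20 to 5.22%) with none in DKO replicate 1. The 4 control-DKO shares all exceeded both DKO-DKO shares, with intervals that did not overlap. With equal list lengths the control-DKO shares were 13.3% and 12.0% for control peaks and 8.98% and 15.6% for peaks of DKO replicates 1 and 2. The DKO-DKO shares were then 1.81% and 2.80%. Strong peaks without a counterpart were thus found in both directions, in the control and in the DKO libraries.

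The share of peaks without a counterpart rose towards weak peaks in each comparison. In the strongest 10% of equally long lists, 7.54% and 6.12% of control peaks had no counterpart in DKO replicates 1 and 2, and 0.942% and 1.65% of the peaks of DKO replicates 1 and 2 had none in the other. In the weakest 10%, 69.4% and 75.2% of control peaks and 63.1% and 59.7% of DKO peaks had none. Cutting the lists to equal length removed some counterparts. In the deposited lists, 39.9% of the weakest 10% of DKO replicate 1 had none in DKO replicate 2, against 77.3% with none in the control. For DKO replicate 2 the values were 82.4% with none in DKO replicate 1 and 85.2% with none in the control. Among the weakest peaks, failure to find a counterpart was therefore frequent between replicates as well.

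**Figure D2:**
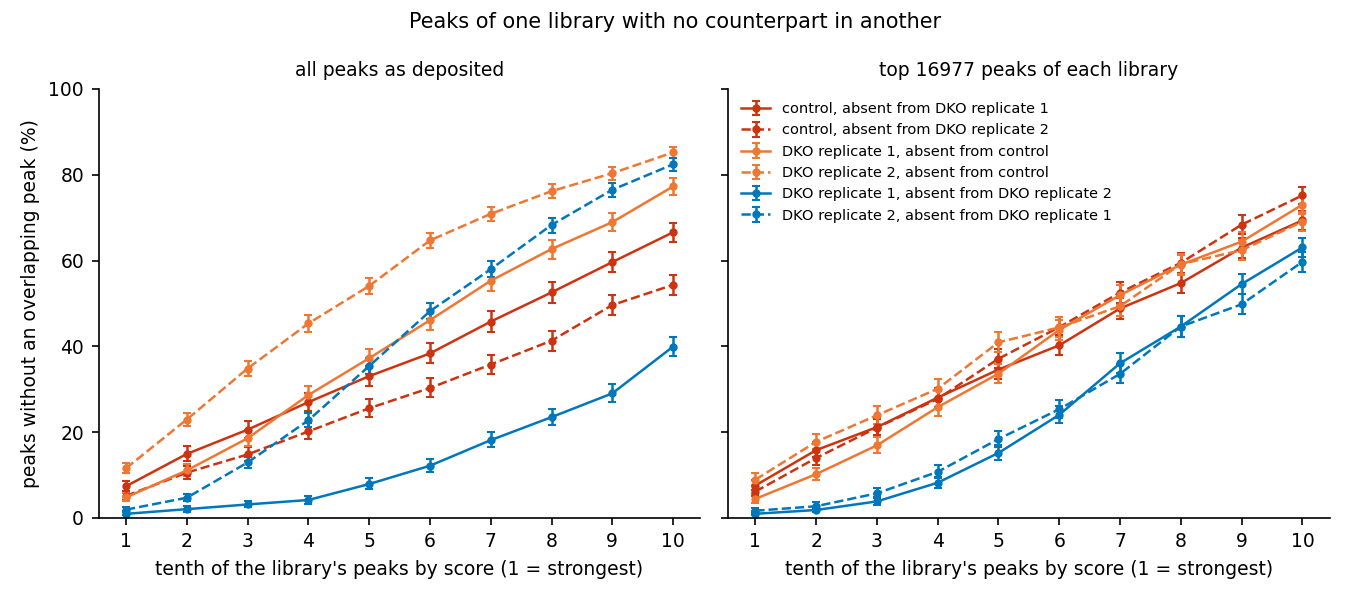
Share of a library's peaks with no overlapping peak in a second library (vertical axis, %), by the first library's peaks ranked by score and split into 10 equal groups (horizontal axis, 1 = strongest), for all deposited peaks (left) and the 16977 top-scoring peaks of each library (right). Points are shares and bars are Wilson 95% intervals. With lists of equal length both DKO-DKO curves (blue) lie below the 4 control-DKO curves in each of the 10 groups, from 0.942% and 1.65% in the strongest to 63.1% and 59.7% in the weakest.

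At the 10355 regions called in all 3 libraries, the ranks of the scores were compared. The percentile rank in the control minus the mean rank in the DKO libraries had a mean of -7.19 points and a standard deviation (SD) of 21.5 points across regions. The mean reflects list length in part, and was -0.92 points at equal lengths. The SD of the rank difference was 24.1 points between the control and DKO replicate 1, 22.7 points between the control and DKO replicate 2, and 18.7 points between the DKO replicates. Spearman's rho across regions was 0.63, 0.66 and 0.77 for these pairs. Regions are not independent replicates, so no p-value is attached. At equal list lengths the SDs were 23.9 points for each control pair and 20.4 points for the DKO pair. Most of the spread in rank between the control and a DKO library was thus also present between DKO replicates.

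**Figure D3:**
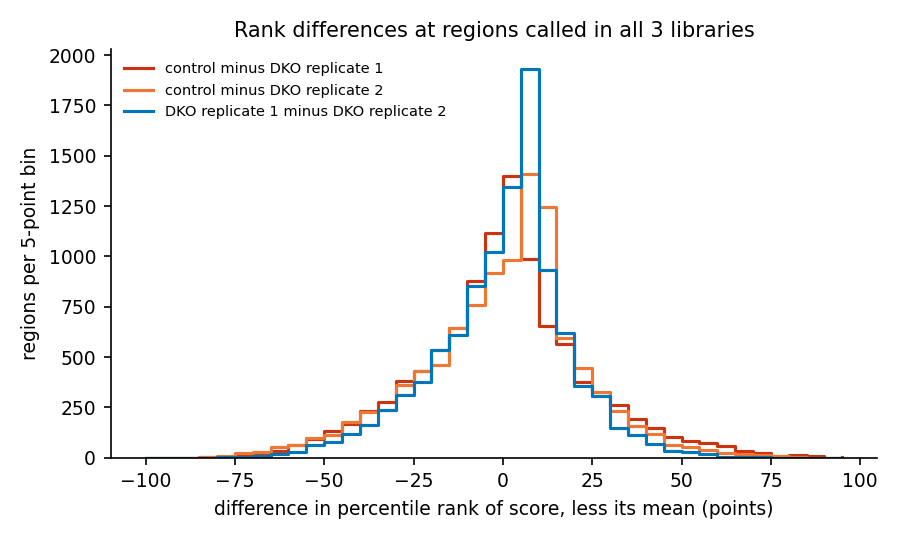
Difference in the percentile rank of the score between 2 libraries, less its mean (horizontal axis, percentile points), at the 10355 regions called in all 3 libraries, shown as the number of regions per bin of 5 points (vertical axis). The DKO-DKO distribution (blue, SD 18.7 points) is narrower than those of the control with DKO replicate 1 (red, SD 24.1) and DKO replicate 2 (orange, SD 22.7).

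At equal list lengths, 503 of 9174 shared regions (5.48%) ranked at least 25 points higher in the control than in both DKO libraries, and 729 (7.95%) ranked at least 25 points lower. The same counts for DKO replicate 1 against the other libraries were 415 (4.52%) higher and 363 (3.96%) lower. For DKO replicate 2 they were 257 (2.80%) higher and 520 (5.67%) lower. At this list length such shifts were most frequent in the control in both directions, and they also occurred in each DKO library set against the other 2. With all deposited peaks the order changed for upward shifts, which were most frequent in DKO replicate 2, with 727 against 272 in the control. Downward shifts were most frequent in the control here too, with 1275 (12.3%) against 672 in DKO replicate 1 and 115 in DKO replicate 2. This order runs from the shortest to the longest list. Shared regions ranked lower in the shorter lists, by a mean of 10.9 points in the control and 7.37 points in DKO replicate 1 relative to DKO replicate 2. The downward counts with all deposited peaks therefore add no support to those at equal list lengths.

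The highest-scoring control-only region lay on chromosome 1 from 24618396 to 24618996, with a score of 965. It was 944 bp from a peak of DKO replicate 2 and 2357 bp from a peak of DKO replicate 1. These were the highest-scoring peaks of their own lists, with scores of 976 and 958. The very high score in this stretch was therefore shared by all libraries and not specific to the control. The second, on chromosome 6 from 103264359 to 103264959, had a control score of 70 (percentile rank 99.3), and the nearest peaks of DKO replicates 1 and 2 were 30101 and 30129 bp away. The third lay on chromosome 6 from 121572380 to 121572980, had a score of 62 (rank 98.8), and lay 148644 bp from the nearest DKO peak. The regions on chromosome 1 from 168060092 to 168060692 and on chromosome 9 from 17479844 to 17480444 both had a score of 61 (rank 98.7). The first of these lay 6807 bp from the nearest peak of DKO replicate 1, and the second lay 146654 bp from the nearest peak of DKO replicate 2.

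Among DKO-only regions, the one with the highest lower score lay on chromosome 5 from 109986125 to 109986864, with scores of 81 and 87 in DKO replicates 1 and 2. A control peak lay 481 bp away, so this region too was close to a peak of the other genotype. The region on chromosome 4 from 78430244 to 78430948 had scores of 73 (rank 97.9) and 112 (rank 99.8), and the nearest control peak was 456512 bp away. The region on chromosome X from 120116929 to 120117529 had scores of 73 and 107, with the nearest control peak at 605645 bp. The region on chromosome 14 from 81039848 to 81040459 had scores of 66 and 101, with the nearest control peak at 552891 bp. The region on chromosome X from 53240851 to 53241480 had scores of 64 and 69, with the nearest control peak at 386075 bp. Each of these single-region differences rests on 1 control library and has no replicate check on the control side.

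The libraries also differed on the Y chromosome, which carried 2 peaks in the control, 24 in DKO replicate 1 and 40 in DKO replicate 2. Genotype and Y signal were therefore confounded in these libraries. On autosomes alone, 34.1% of the 15352 regions called in both DKO libraries lacked a control peak, the same share as over all chromosomes.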

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

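The Jaccard index of both control-DKO pairs stayed below that of the DKO pair at equal list lengths, at the stricter threshold and on autosomes, the alternatives that recompute it with all 3 libraries. Strong peaks stayed without a counterpart more often in the 4 control-DKO comparisons than in the DKO-DKO ones in these alternatives and also with the 50% overlap, the gap of 1 kb and the strongest 10%. In all of these but the strongest 10%, which does not change regions, more regions were missing from the control alone than from either DKO library alone, and the SD of the rank difference stayed larger for both control pairs. The count of regions called in a single library did not keep its order. The control exceeded both DKO libraries only at equal list lengths, with 5528 regions against 2928 and 3318, and with the deposited lists, the stricter threshold, the 200 bp windows, the autosomes and the gap of 1 kb it exceeded DKO replicate 1 but not DKO replicate 2. Equal lengths were reached by removing the lowest-scoring peaks of the DKO lists. The order therefore depends on the extra peaks of DKO replicate 2, whose number and low scores were not separated as the cause.

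The values themselves moved, as follows. With 16977 peaks per library, DKO-only regions numbered 3542, the Jaccard index was 33.3% for the control with DKO replicate 2 and 48.1% for the DKO pair, and the SD of rank differences was 23.9 and 20.4 points for the same pairs. Strong peaks without a counterpart made up 12.0% of control peaks against DKO replicate 2, 8.98% of DKO replicate 1 and 15.6% of DKO replicate 2 peaks against the control, and 2.80% of DKO replicate 2 peaks against DKO replicate 1. The stricter threshold left 8807 control, 11645 DKO replicate 1 and 14363 DKO replicate 2 peaks and 1856 control-only regions. The Jaccard index was then 35.7% and 32.5% for the control with DKO replicates 1 and 2 and 48.3% for the DKO pair. The SDs were 27.1, 24.9 and 20.9 points for these pairs and 23.8 points for the control against the DKO mean. Strong peaks without a counterpart were 10.7% and 7.77% of control peaks against DKO replicates 1 and 2, 1.27% of DKO replicate 1 against DKO replicate 2, and 4.18% in the reverse comparison. This threshold applies one score to libraries whose scores have no stated common scale.

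For strong peaks, the rule of overlap and the definition of strong moved the 6 shares in step. They are given in the order control against DKO replicates 1 and 2, DKO replicates 1 and 2 against the control, DKO replicate 1 against DKO replicate 2, and the reverse. An overlap of 50% gave 14.6%, 10.9%, 11.9%, 22.1%, 2.76% and 5.97%. A gap of up to 1 kb, chosen after the data had been seen, gave 11.3%, 7.80%, 8.30%, 18.4%, 0.832% and 3.81%. The strongest 10% of peaks gave 7.31%, 5.07%, 4.76%, 11.6%, 0.931% and 1.91%. Restriction to autosomes moved none of the results it was applied to beyond their intervals or the 1.5-fold range used for counts.

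Leaving out DKO replicate 1 or 2 in turn gave 4879 to 6208 control-only regions and 7498 to 14550 DKO-only regions, against 4373 and 5369 with both. The higher DKO-only value came from DKO replicate 2 alone, in which 9139 regions were called in no other library. The SD of the rank difference between the control and the DKO mean was 24.1 to 24.3 points in these comparisons, and that between the control and DKO replicate 2 was 24.3 points once DKO replicate 1 was left out. A further 11 results were the shares of all peaks without a counterpart and the remaining region counts. Of these, 9 moved with equal list lengths, 9 with the stricter threshold, 6 with the 50% overlap and 6 with the gap of 1 kb. The 6 shares of all peaks without a counterpart moved in each of these alternatives.

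No paired analysis was possible because the control group has 1 library and its label carries no replicate number. The alternatives for genomic location, binding sequences, the gene list and the targeted genes were not run, since a genome or annotation of the build of the lists was not used here. The unknown depth limits every count of regions that lack a peak: such a region could not be told from one that fell just short of the calling threshold. In the deposited lists, 39.9% of the weakest 10% of DKO replicate 1 peaks had no counterpart in DKO replicate 2, and 82.4% had none in the reverse comparison.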

Other observations

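The tests of list length, of Y peaks and of a single deviating library were chosen after their results had been seen. The tests of displaced summits, sex chromosome regions, noise and neighbouring regions were written down before they were computed.

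The control was the odd library out of the 3. At equal list lengths, 3542 regions were missing from the control alone, against 943 missing from DKO replicate 1 alone and 1332 missing from DKO replicate 2 alone. Different list lengths as the whole cause are argued against by the ratio of 2.66 between the control count and the larger DKO count at equal lengths. Summits displaced within one broad accessible region are argued against as the whole cause too, since counting peaks up to 1 kb apart as the same left a ratio of 2.55. The strongest region of each direction had a peak of the other genotype 944 bp and 481 bp away, and whether these are the same element was not tested. Sex chromosome regions are excluded as the source of the excess, with a ratio of 2.69 on autosomes. More noise in the control list stays open. At equal list lengths at least 8.98% of strong DKO peaks had no control peak, while the upper interval bound between DKO libraries was 3.34%, but a noisier list would also miss more strong peaks, so this share does not decide. The genotype and any other property of the 1 control library, such as its embryo, its day or its preparation, cannot be told apart, because only 1 control library exists in the comparison. HNF4 loss therefore stays an open and untested explanation, and so does an effect of embryo sex on autosomal chromatin.

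Y peaks were nearly absent from the control. They made up 0.0118% of control peaks (Wilson 95% interval 0.00323 to 0.0429%), 0.131% of DKO replicate 1 peaks and 0.150% of DKO replicate 2 peaks. The shorter control list is argued against, since the share and not only the count was lower and the counts at equal list lengths were 2, 23 and 29. Of the 16 Y regions called in both DKO libraries, 15 (93.8%, interval 71.7 to 98.9%) lacked a control peak, against 34.1% of autosomal regions. The strongest of them, on Y from 2604229 to 2604838, had percentile ranks of 94.7 and 99.4 in DKO replicates 1 and 2. One of the 2 Y regions with a control peak was also called in both DKO libraries and the other in DKO replicate 2. A candidate explanation is that the control library held few or no male cells and both DKO libraries held male cells. The labels give no sex for the embryos, so this remains a hypothesis. The X chromosome showed no such contrast: 34.3% (29.5 to 39.3%) of X regions called in both DKO libraries lacked a control peak. This share counts called peaks and not the strength of signal, so it decides neither for nor against a difference in sex.

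If control-only regions reflected change at whole loci, they might lie near each other. A control-only region had on average 0.406 other control-only regions within 50 kb, against 0.309 ± 0.011 (SD) in 10000 random lists of control regions matched on score, a ratio of 1.31. None of the random lists reached the observed value, the highest being 0.357. Regions called in DKO replicate 1 and not in DKO replicate 2 had a ratio of 1.21, and those called in DKO replicate 2 and not in DKO replicate 1 a ratio of 0.98. DKO-only regions had a ratio of 1.11. The control-only ratio exceeded that of DKO replicate 1 by 1.39 SDs of the random lists, so this planned comparison leaves open whether control-only regions cluster more than regions that differ between replicates. The ratios at 0.5 to 1 Mb differed more. They were 0.918 for control-only regions, 1.23 for regions of DKO replicate 1 and not DKO replicate 2, 0.919 for the reverse and 0.974 for DKO-only regions. The control-only mean of 1.97 neighbours lay below all random lists, the lowest being 2.00. The value for DKO replicate 2 also lay below all of its random lists, and that for DKO replicate 1 lay above all of its own. The clustering of control-only regions was thus confined to the shorter of these distances, while that of DKO replicate 1 was not, a contrast noticed after the values were seen. The value of 0.918 gave no sign of an excess of control-only regions over megabases, as a copy number or coverage difference might produce. The random lists were matched on score and may differ from control-only regions in regional density. The value therefore does not exclude such a difference. With 1 control library, locus-level change between genotypes and a difference of that library cannot be told apart.

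A second test asked whether regions called in all 3 libraries shift in rank where a control-only region lies nearby. Over pairs of a shared region and a control-only region within 50 kb, the control-minus-DKO rank difference was 2.60 points above that of all shared regions. Random lists of control regions gave 0.50 ± 0.31 (SD), with a highest value of 1.56. The excess over the random lists was 2.10 points near control-only regions and fell to 0.48 points at 0.5 to 1 Mb, where the observed value was 0.03 points against -0.45 ± 0.13 (SD) in the random lists (percentile 99.99). A smaller shift thus remained at megabase range, and a coverage difference over megabases stays open for that part of the shift. The same test between DKO libraries gave an excess of 1.08 points for DKO replicate 1 and 1.19 points for DKO replicate 2. For DKO replicate 1 the observed value was 1.90 points against 0.82 ± 0.41 (SD), below the highest random value of 2.28. For DKO replicate 2 it was 0.44 points against -0.75 ± 0.15 (SD), above the highest random value of -0.16. The excess of DKO replicates 1 and 2 fell only to 0.82 and 0.95 points at 0.5 to 1 Mb. The values may reflect coordinated change of neighbouring regions in the control library, but part of the effect is present between replicates, and a bias with local base composition was not tested. The mirror test did not pass the limit set for it. Shared regions within 50 kb of a DKO-only region had a rank difference of -0.41 points relative to all shared regions, against 0.05 ± 0.25 (SD) in the random lists. This was in the predicted direction, with 3.38% of the random lists lower still, but inside their range of -0.88 to 1.07 points. The test decides neither for nor against locus-level change at DKO-only regions.

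The highest score of each list fell in the same stretch of chromosome 1: 965 at 24618396 to 24618996 in the control, 958 at 24621354 to 24621954 in DKO replicate 1 and 976 at 24619941 to 24620541 in DKO replicate 2. These windows did not overlap, although each lay within 5 kb of a peak of both other libraries. The second highest peak of each list lay on chromosome 2, starting at 98506646, 98506642 and 98506645, with scores of 932, 906 and 880. For comparison, the 99th percentile of scores was 65, 85 and 80. No explanation for these peaks was tested. The chromosome 1 windows show that the strongest peaks in all lists can be counted as differences under an overlap of 601 bp windows.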
